A study of Homo sapiens with 5 samples. Its data were reported in "The oestrogen receptor alpha-regulated lncRNA NEAT1 is a critical modulator of prostate cancer" (2014).

How the data were processed

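ERα ChIP-seq libraries were made from VCaP, VCaP + E2, VCaP ERα + E2 and NCI-H660 + E2 cells with 1 antibody, and input DNA was taken from VCaP cells. Per the labels, VCaP and NCI-H660 cells were deprived of hormone for 48 h and then given 10 nM E2 for 14 h. The E2 dose, E2 time and hormone deprivation for VCaP ERα + E2 and the hormone state of the VCaP cells without E2 are not stated there. Cells were at passages 3 to 4 (VCaP), 10 to 12 (VCaP ERα) and 4 to 5 (NCI-H660). Chromatin was fixed with formaldehyde and sheared by sonication, and the fragments were amplified and size-selected. A Genome Analyzer II was used for NCI-H660 + E2 and VCaP + E2, and a HiSeq for the other libraries, so that instrument, cell line, receptor level and E2 are tied together in this design.

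The authors deposited a peak list for each ChIP library, called per library since each group had 1. The deposited values are positions in bp in 3 columns (chromosome, start and end), with no count, score, height or p-value for a peak. The study names ChIPSeeqer as its peak caller. Its version and threshold, the aligner, any filter on duplicated or repeated reads, and whether input was subtracted from every list are stated neither in the labels nor in the main text of the paper, and its supplementary methods were not used here. Regions of high copy number or repeated sequence can be called as peaks when input is not subtracted, and a deeper library gives more peaks at the same threshold. The read number per library is unknown, so the length of a list cannot be scaled to depth. Starts of 0 occur, and starts were therefore read as counted from 0 and are printed counted from 1. The input library was not analysed here.

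Groups were taken from the labels. Of each list the number, widths and covered length of the peaks were computed. Shared peaks were counted in the 6 pairs of lists with a minimum overlap of 1 bp. The peaks of the first list of a pair were placed at random 10000 times, each with its own width on its own chromosome, and the one-sided permutation p is the share of placements with at least as many shared peaks, adjusted over the 6 pairs by the Benjamini-Hochberg method. Assembly gaps and chromosome lengths of the build were not used here. The span from the lowest start to the highest end over the 4 lists took their place, which departs from the design fixed before the data were examined. Unmappable stretches inside the span make chance overlap too low, and a rotation of all peaks of a chromosome by 1 random amount was run as a check that keeps their spacing. Shares carry exact (Clopper-Pearson) binomial 95% intervals, and the limit for a count of 0 is 3 counts of the list. Both cover counting error only, and clustered peaks are not independent, so that they are too narrow. Peaks per chromosome were set against the span by a chi-square test of fit, with the number of genes in a RefSeq table as the alternative denominator. That table was used for gene numbers per chromosome alone.

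Clusters were defined after the data were seen, as runs of at least 20 peaks with gaps of up to 100 kb. The blocks on 13 and X run from the first to the last clustered peak of VCaP + E2 or VCaP ERα + E2 there. Within a block, VCaP + E2 peaks were placed at random 10000 times inside the block. The rule for named peaks was fixed before the data were examined. It takes the 5 peaks of highest score in each list, or the 5 widest where there is no score, and up to 10 peaks common to all 4 lists. The lists have no score, so the widest were taken. Positions within the block on X are not reported here. Other regions named in the text were chosen after their values were seen.

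The share of intergenic peaks, the share at promoters, lncRNA promoters with a peak, oestrogen response elements and peaks at NEAT1 and other named genes need a sequence or annotation of the build, which is not named. They were planned and are not analysed here.

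The overlap test was checked on simulated data. With lists of the size of VCaP + E2 (2505 peaks) and NCI-H660 + E2 (1986 peaks), 2 of 40 unrelated pairs gave a permutation p under 0.05. When 200 shared peaks were planted in such a pair, 201 were found, and 1 had been shared before planting. The simulated peaks were placed at random as in the test itself, and the planted ones were slightly shifted copies. The simulation therefore checks the computation alone. It does not show how the test behaves with clustered peaks or unmappable stretches, which the real lists can hold. Alternatives were a sharing rule of 50% of the shorter peak or of midpoints within 1000 bp, the wider 50% of each list in place of a stricter threshold, peaks set to 500 bp, merging within 1000 bp, placement anywhere in the genome, and the 3 lists with E2 alone. Leaving out chromosomes 13, X and Y, the rotation, and other settings for clusters (gaps of 50 or 200 kb, at least 10 peaks) were added after the data were seen. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and mpmath 1.4.1, and plots were drawn with matplotlib 3.10.9.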

Results

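Binding of the oestrogen receptor ERα to chromatin was profiled in prostate cancer cell lines by chromatin immunoprecipitation and sequencing (ChIP-seq), in which DNA bound by a protein is pulled down with an antibody and read. VCaP is an established line of androgen-sensitive prostate cancer. VCaP ERα cells are VCaP cells that overexpress the receptor. NCI-H660 is a line of neuroendocrine prostate cancer. The data analysed were 4 lists of ERα peaks, which are stretches of the genome where reads had piled up. The lists came from VCaP cells, from VCaP cells given 17β-oestradiol (VCaP + E2), from VCaP ERα cells given E2 (VCaP ERα + E2) and from NCI-H660 cells given E2 (NCI-H660 + E2). Each group had 1 library, so that no value has a replicate error and no difference between conditions was tested. Tests and intervals speak about the positions in these lists. A library of VCaP input DNA was not analysed here. The number of reads behind each list is unknown, and the lists give neither height nor score for a peak.

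The number of peaks was compared first. The VCaP list held 241 peaks and the VCaP + E2 list 2505, a ratio of 10.4. The VCaP ERα + E2 list held 1833 peaks, and the VCaP + E2 list was 1.37 times as long. The NCI-H660 + E2 list held 1986 peaks. Merging peaks within 1000 bp of each other lowered the VCaP list to 149 and the VCaP ERα + E2 list to 1007. It left 2079 peaks in VCaP + E2 and 1842 in NCI-H660 + E2, so that both ratios rose. Without replicates and without read numbers these ratios describe the lists, and the VCaP and VCaP + E2 libraries were also run on different sequencers.

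Peak widths differed between the lists as well. The median width was 267 bp in VCaP, 169 bp in VCaP + E2, 219 bp in VCaP ERα + E2 and 166 bp in NCI-H660 + E2. The narrowest peak was 99 bp in each list. The widest was 98501 bp in VCaP and 98499 bp in VCaP ERα + E2, against 2835 bp in VCaP + E2 and 2440 bp in NCI-H660 + E2. Peaks covered 0.256 Mb in VCaP, 0.616 Mb in VCaP + E2, 1.26 Mb in VCaP ERα + E2 and 0.417 Mb in NCI-H660 + E2. In VCaP, 38.4% of the covered length lay in the widest peak alone. The VCaP ERα + E2 list had 192 peaks of 1000 bp or more, of which 16 reached 10000 bp.

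The genome build is not named in the labels or in the lists, and positions are given here as listed, counted from 1. The widest peak of VCaP lay on chromosome Y from 57228643 to 57327143, and the widest of VCaP ERα + E2 almost coincided with it, from 57228649 to 57327147. The next in VCaP were on chromosome 16 from 44946699 to 44967057, on X from 58581925 to 58594979, on 16 from 44978646 to 44982924 and on 6 from 58884075 to 58888209. The last of these overlapped the second widest peak of VCaP + E2, from 58884763 to 58887202, and the widest peak of NCI-H660 + E2, from 58884768 to 58887207. The other 4 of the 5 widest VCaP + E2 peaks were on Y, at 11909304 to 11912138, 57393884 to 57396295, 11937922 to 11939733 and 11941130 to 11942939, and each overlapped a peak of NCI-H660 + E2. Of the 5 widest VCaP ERα + E2 peaks, 3 were on X, with widths of 32448, 30547 and 24274 bp, and each overlapped a peak of VCaP + E2. The remaining one was on Y from 12177529 to 12208581 and overlapped VCaP. In NCI-H660 + E2 the next widest were on 19 from 55693636 to 55695335, on Y from 11927340 to 11928831 and from 10633513 to 10634792, and on 1 from 121185828 to 121187082, and each overlapped a peak of VCaP + E2.

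The spread of the peaks over the chromosomes was uneven in every list. Against an even spread over the listed span of each chromosome, the chi-square statistic with 23 degrees of freedom was 4714 for VCaP, 4253 for VCaP + E2, 10292 for VCaP ERα + E2 and 2439 for NCI-H660 + E2. Neighbouring peaks were not independent, so the statistic is a description. With the number of annotated genes per chromosome in place of the span it ranged from 2127 for NCI-H660 + E2 to 15143 for VCaP ERα + E2. Chromosome Y held 60.6% of the VCaP peaks (146 peaks, 95% exact binomial interval 54.1 to 66.8%), which was 31.3 times the even share. It held 7.66% of VCaP + E2 (192 peaks), 19.9% of VCaP ERα + E2 (365 peaks) and 7.45% of NCI-H660 + E2 (148 peaks). Chromosome 13 held 21.8% of the peaks of VCaP + E2 (545 peaks) and 21.8% of VCaP ERα + E2 (400 peaks), 6.81 and 6.83 times the even share, and 3.58% of NCI-H660 + E2 (71 peaks). None of the 241 VCaP peaks was on 13, which allows a share of up to 1.24%. Chromosome X held 33.3% of VCaP ERα + E2 (610 peaks), 15.6% of VCaP + E2 (391 peaks), 3.73% of NCI-H660 + E2 (74 peaks) and 2.49% of VCaP (6 peaks). Chromosome 22 held 12.4% of VCaP (30 peaks) and 9.60% of VCaP ERα + E2 (176 peaks). The VCaP ERα + E2 list had no peak on chromosomes 2, 3, 4, 7, 10, 12 and 20, which allows up to 0.164% of the list for each. The shorter VCaP list had none on 2, 3, 4, 7, 8, 12, 13, 17, 18 and 20, which allows up to 1.24% for each. VCaP + E2 and NCI-H660 + E2 had peaks on all 24 chromosomes.

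**Figure D1:**
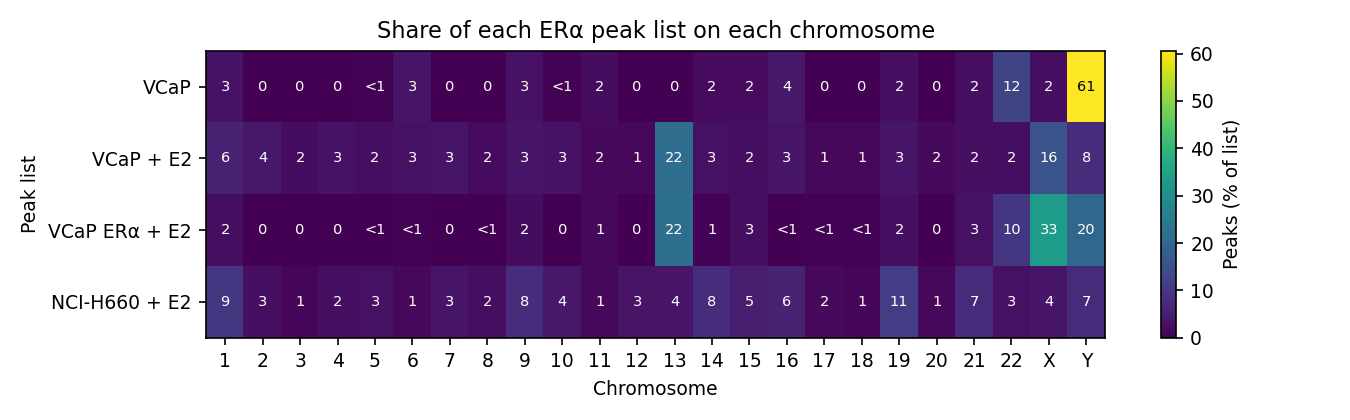
Share of each list's ERα peaks on each chromosome, in percent of the list (colour and number, rounded to whole percent), for the 4 lists of 1 library each. Chromosome Y stands out in VCaP (60.6%), chromosome 13 in VCaP + E2 and VCaP ERα + E2 (21.8% each) and X in VCaP ERα + E2 (33.3%).

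Whether the lists shared sites was asked for the 6 pairs. A peak was counted as shared when at least 1 bp lay in a peak of the other list. Of the VCaP peaks, 18 of 241 overlapped VCaP + E2 (7.47%, interval 4.49 to 11.5%), where random placement on the same chromosomes gave a mean of 0.542. In VCaP ERα + E2 the number was 100 of 241 (41.5%, interval 35.2 to 48.0%), against 1.36 by random placement. In NCI-H660 + E2 it was 10 of 241 (4.15%, interval 2.01 to 7.50%), against 0.447. Of the VCaP + E2 peaks, 342 of 2505 overlapped VCaP ERα + E2 (13.7%, interval 12.3 to 15.1%), against 4.81, and 874 overlapped NCI-H660 + E2 (34.9%, interval 33.0 to 36.8%), against 1.14. For these 5 pairs the one-sided permutation p adjusted over the 6 pairs was 0.0001, the smallest that 10000 random placements can give. VCaP ERα + E2 and NCI-H660 + E2 shared 8 of 1833 peaks (0.436%, interval 0.189 to 0.858%), against 1.62 by random placement (adjusted permutation p = 0.0006). This pair came closest to the threshold of 0.05 when only the wider 50% of each list was kept, with an adjusted permutation p of 0.0407. The share itself moved with the width of the peaks in VCaP and VCaP ERα + E2, to 44 of 241 VCaP peaks (18.3%) when every peak was set to 500 bp.

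**Figure D2:**
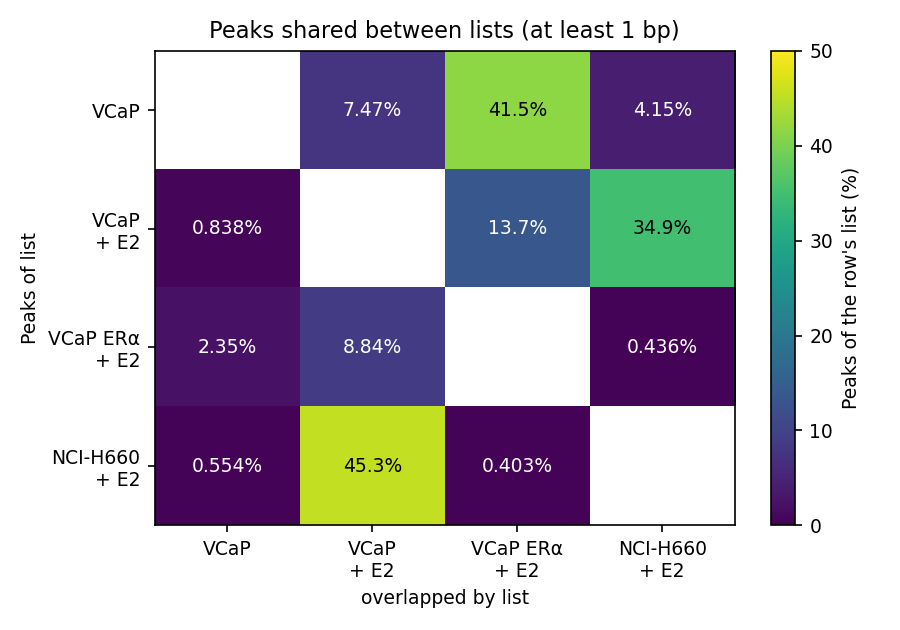
Percent of the peaks of each list (rows) with at least 1 bp in a peak of another list (columns), for all peaks. The highest shares are 45.3% of NCI-H660 + E2 in VCaP + E2 and 41.5% of VCaP in VCaP ERα + E2.

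Sequencer and group could not be separated. The labels place VCaP + E2 and NCI-H660 + E2 on a Genome Analyzer II, and VCaP and VCaP ERα + E2 on a HiSeq. VCaP + E2 thus differs in instrument from both VCaP and VCaP ERα + E2, and each instrument holds only 1 library of any group, so no value within an instrument can be given for the effect of E2 or of the receptor alone. Taken as shares of the shorter list of a pair, the highest were those of the pairs that shared an instrument, 45.3% and 41.5%. Seen from VCaP ERα + E2, 43 of 1833 peaks were in VCaP (2.35%, interval 1.70 to 3.15%) and 162 in VCaP + E2 (8.84%), an order that goes with the length of those lists. Only 8 (0.436%) were in NCI-H660 + E2, a list of 1986 peaks, so list length alone does not order these shares. Relative to random placement, VCaP peaks in VCaP ERα + E2 were 73.3 times and VCaP + E2 peaks in VCaP ERα + E2 71.1 times as many. With chromosomes 13, X and Y left out the ratios were 194 and 17.3, from 15 and 4 shared peaks. Outside chromosomes 13, X and Y, a restriction chosen after the data were seen, 50.1% of the VCaP + E2 peaks were shared with NCI-H660 + E2 (690 of 1377, interval 47.4 to 52.8%). There, VCaP shared 16.9% with VCaP ERα + E2 (15 of 89, interval 9.75 to 26.3%) and 15.7% with VCaP + E2 (14 of 89, interval 8.88 to 25.0%), a difference within the intervals. Seen from VCaP ERα + E2, 15 of 458 peaks were there shared with VCaP (3.28%, interval 1.84 to 5.34%), 4 with VCaP + E2 (0.873%, interval 0.238 to 2.22%) and 2 with NCI-H660 + E2 (0.437%, interval 0.0529 to 1.57%). Of the 100 VCaP peaks shared with VCaP ERα + E2, 85 were on Y.

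The effect of E2 in VCaP cells was addressed by VCaP and VCaP + E2. Seen from the longer list, 21 of 2505 VCaP + E2 peaks overlapped VCaP (0.838%, interval 0.520 to 1.28%). Of the 18 shared VCaP peaks, 7 lay on chromosome 6 between 152170609 and 152461925, a stretch of 291 kb picked out after the data were seen. In that stretch VCaP + E2 had 9 peaks of 317 to 716 bp, NCI-H660 + E2 had 5 peaks and VCaP ERα + E2 had 0, which allows up to 0.164% of that list.

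Overexpression of the receptor was addressed by VCaP ERα + E2 and VCaP + E2. Seen from VCaP ERα + E2, 162 of 1833 peaks overlapped VCaP + E2 (8.84%, interval 7.58 to 10.2%). The overlap was uneven along the genome. On chromosomes 13 and X, 333 of 936 VCaP + E2 peaks were shared (35.6%), against 5 of 192 on Y (2.60%) and 4 of 1377 on the other chromosomes (0.290%). Most of the shared peaks lay in a pair of dense blocks, whose limits were set from the clusters seen in the data. The block on 13 ran from 108405288 to 111790586 (3.39 Mb), with 490 peaks of VCaP + E2, 394 of VCaP ERα + E2, 12 of NCI-H660 + E2 and 0 of VCaP. The block on X was 1.05 Mb long, with 284 peaks of VCaP + E2, 607 of VCaP ERα + E2 and 0 of both VCaP and NCI-H660 + E2. A count of 0 allows up to 1.24% of the VCaP list and 0.151% of the NCI-H660 + E2 list. VCaP ERα + E2 peaks covered 71.3% of the X block and VCaP + E2 peaks 7.50%. Together the blocks held 30.9% of VCaP + E2 (774 peaks) and 54.6% of VCaP ERα + E2 (1001 peaks). In the block on 13, 54 of 490 VCaP + E2 peaks overlapped VCaP ERα + E2 (11%, interval 8.39 to 14.1%), where random placement within the block gave 4.49%. In the block on X it was 279 of 284 (98.2%, interval 95.9 to 99.4%), against 83.1%. The one-sided permutation p was 0.0001 in each block, the smallest the random placements can give.

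**Figure D3:**
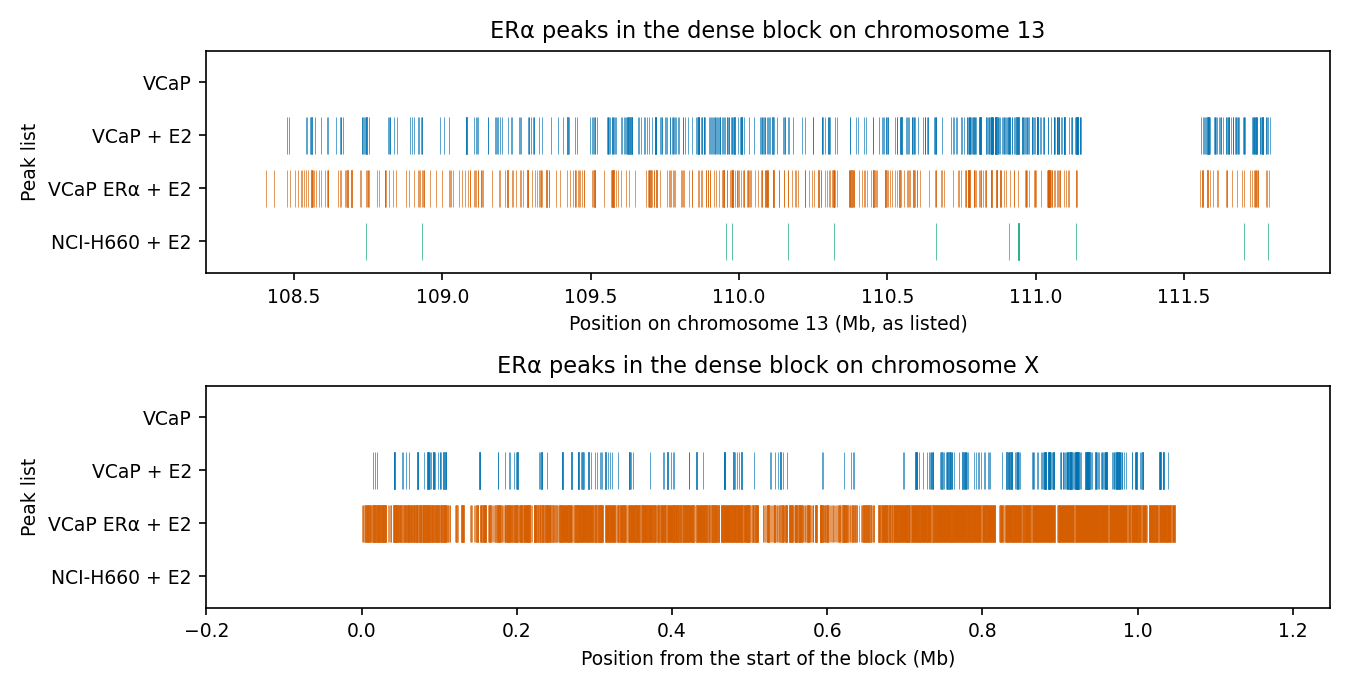
Position of every ERα peak (vertical bars, to scale) of the 4 lists in the dense blocks, in Mb as listed for chromosome 13 and in Mb from the start of the block for X. VCaP has 0 peaks in either block, and NCI-H660 + E2 has 12 on 13 and 0 on X.

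The cell lines were compared by NCI-H660 + E2 against the VCaP lists. Of the NCI-H660 + E2 peaks, 900 of 1986 overlapped VCaP + E2 (45.3%, interval 43.1 to 47.5%), whereas 8 overlapped VCaP ERα + E2 (0.403%, interval 0.174 to 0.792%) and 11 overlapped VCaP (0.554%, interval 0.277 to 0.989%). The 8 VCaP ERα + E2 peaks shared with NCI-H660 + E2 were on 13 (5 peaks), 21 (2 peaks) and Y (1 peak). Of the 874 VCaP + E2 peaks shared with NCI-H660 + E2, 5 were also in VCaP ERα + E2 (0.572%, interval 0.186 to 1.33%).

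How many sites were specific to a list was asked last. In VCaP, 127 of 241 peaks overlapped no other list (52.7%, interval 46.2 to 59.1%). The number was 1288 of 2505 in VCaP + E2 (51.4%, interval 49.4 to 53.4%), 1628 of 1833 in VCaP ERα + E2 (88.8%, interval 87.3 to 90.2%) and 1081 of 1986 in NCI-H660 + E2 (54.4%, interval 52.2 to 56.6%). Over all lists 4124 of 6565 peaks were in 1 list only (62.8%, interval 61.6 to 64.0%). The VCaP share moved most between alternatives, to 67.6% when sharing meant midpoints within 1000 bp. Merged where they overlapped, the peaks made 5197 sites, of which 4124 were in 1 list (79.4%), 1055 in 2 lists, 17 in 3 lists and 1 in 4 lists. The site common to all 4 lists was on Y. Its peak ran from 12166222 to 12166462 in VCaP, from 12166062 to 12166231 in VCaP + E2, from 12164372 to 12175235 in VCaP ERα + E2 and from 12166065 to 12166235 in NCI-H660 + E2.

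On chromosome 11, which was looked at because the study follows NEAT1, a long non-coding RNA gene on that chromosome, the 24 peaks of VCaP ERα + E2 all lay between 63114263 and 66797526 (3.68 Mb). VCaP + E2 had 40 peaks spread over 133 Mb, with 3 in that stretch, and NCI-H660 + E2 had 27 with 1 there. None of these 4 overlapped a VCaP ERα + E2 peak, and VCaP had 0 of its 5 chromosome 11 peaks in the stretch. Dense stretches were not particular to chromosome 11, since 73.7% of the VCaP ERα + E2 peaks lay in 12 clusters on other chromosomes. From its NCI-H660 and VCaP ERα data the study named ERα sites at the NEAT1 promoter. It reported recruitment there from separate ChIP of both lines and of parental VCaP. Without an annotation of the build no peak was assigned to a gene, so the values here do not test those sites.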

Values the study reported

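The study reported that 64.9% of ERα binding in its NCI-H660 and VCaP ERα data fell in intergenic regions.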

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

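The rotation of the peaks, the omission of chromosomes 13, X and Y and the settings for clusters were chosen after the results were seen, and the other alternatives before the data were examined. The excess of shared peaks over random placement kept its direction and an adjusted permutation p under 0.05 in all 6 pairs under each of the 7 alternatives that were run: 50% overlap, midpoints within 1000 bp, the wider 50% of each list, placement anywhere in the genome, peaks of 500 bp, without chromosomes 13, X and Y, and rotation. For VCaP ERα + E2 and NCI-H660 + E2, the pair nearest the threshold, the adjusted permutation p ranged from 0.0001, the smallest the placements can give, to 0.0407 with the wider 50%. It was 0.0401 without 13, X and Y and 0.0157 under rotation. The shares themselves moved by over 1.5 times in 5 pairs. VCaP in VCaP ERα + E2 fell from 41.5% to 25.3% with midpoints, 18.3% with peaks of 500 bp and 16.9% without 13, X and Y. VCaP + E2 in VCaP ERα + E2 fell from 13.7% to 7.54% with peaks of 500 bp and 0.290% without 13, X and Y. VCaP in VCaP + E2 rose from 7.47% to 12.4% with the wider 50% and 15.7% without 13, X and Y, VCaP in NCI-H660 + E2 rose from 4.15% to 10.1% without them, and VCaP ERα + E2 in NCI-H660 + E2 rose from 0.436% to 1.04% with midpoints. VCaP + E2 in NCI-H660 + E2 stayed between 34.5% and 50.1%. The excess of peaks on chromosome Y also kept its direction in the 4 lists when gene number replaced the span, and rose to 62.2 times the even share in VCaP.

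The number of peaks fell by construction with the wider 50% of each list, to 121 (VCaP), 1253 (VCaP + E2), 917 (VCaP ERα + E2) and 993 (NCI-H660 + E2). Merging within 1000 bp left 149 in VCaP and 1007 in VCaP ERα + E2, and moved the other 2 lists by less than 1.5 times.

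The share of peaks in 1 list only was less stable. With midpoints within 1000 bp it was 67.6% in VCaP, 80.3% in VCaP ERα + E2 and 60.7% over all lists. With the wider 50% it was 44.6% in VCaP, 39.9% in VCaP + E2, 40.9% in NCI-H660 + E2 and 54.0% over all lists. With the 3 lists with E2 it was 90.9% in VCaP ERα + E2. Without 13, X and Y it was 67.4% in VCaP, 49.2% in VCaP + E2, 95.4% in VCaP ERα + E2, 58.4% in NCI-H660 + E2 and 59.8% over all lists. The cause was not tested. With the wider 50%, VCaP, VCaP + E2 and NCI-H660 + E2 passed from a majority of peaks in 1 list to a minority. For VCaP the interval there was 35.6 to 53.9%, which includes 50%. VCaP + E2 also passed below 50% without 13, X and Y. Its intervals there (46.5 to 51.8%) and for all peaks (49.4 to 53.4%) both include 50%. The share of peaks in clusters was 30.3% in VCaP, 37.0% in VCaP + E2, 73.7% in VCaP ERα + E2 and 6.50% in NCI-H660 + E2. Under the other settings for clusters, 7 values moved beyond their interval and 5 did not. Chromosome 1 also held a cluster in VCaP + E2 (30 peaks) and in VCaP ERα + E2 (24 peaks). Leaving out 13, X and Y therefore does not remove every cluster.

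No paired analysis was possible because each group had 1 library, and for the same reason no replicate could be left out of a group. The alternatives planned for intergenic share, promoter share, lncRNA promoters, oestrogen response elements and peaks at NEAT1 were not run, since the results themselves need an annotation or sequence of the build. The unknown read numbers limit the comparison of list lengths, and the 89 VCaP peaks outside 13, X and Y limit what can be said of sharing there.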

Other observations

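All tests in this part were chosen after the results were seen. Each list is 1 library, so each test speaks about these libraries and any explanation is a hypothesis.

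Measured by the share of the shorter list, the pairs of lists with the highest overlap were the pairs from 1 instrument. By the number of shared peaks this does not hold, since 342 VCaP + E2 peaks overlapped VCaP ERα + E2 and 100 VCaP peaks did. The tables argue against cell line as the main determinant, since the share of VCaP + E2 peaks found in NCI-H660 + E2 exceeded the share found in VCaP ERα + E2 by 21.2 percentage points. The share of the untreated VCaP list found in VCaP + E2 (7.47%) was also below that of NCI-H660 + E2 (45.3%). However, VCaP + E2 differs from VCaP ERα + E2 in receptor level and instrument, and from untreated VCaP in E2 and instrument. An effect of cell line masked by these differences is therefore not excluded. E2 treatment as the main determinant stays open. VCaP ERα + E2 shared more of its peaks with untreated VCaP than with NCI-H660 + E2, by 1.91 percentage points, but those lists also differ in cell line. It shared 8.84% with VCaP + E2 and 2.35% with untreated VCaP, which goes with E2, although the VCaP + E2 list is also the longer. Outside 13, X and Y, VCaP ERα + E2 shared 3.28% with untreated VCaP and 0.873% with VCaP + E2, the opposite order. The intervals overlap and the lists come from different instruments, so these values do not decide on E2. A difference of sequencer or of processing that went with it is a candidate explanation, and the values for it are the pattern itself in parts, measured mostly on the peaks in which it was seen, so they do not test it. For the Genome Analyzer II pair, the share outside chromosomes 13, X and Y was 34.4 percentage points above the highest share of any pair across instruments. For the HiSeq pair the pattern rests on chromosome Y, where the share of VCaP peaks found in VCaP ERα + E2 was 55.5 percentage points above the share found in VCaP + E2. The size of that gap depends on the wide peaks of VCaP ERα + E2, because with every peak set to 500 bp the share of VCaP Y peaks found there was 19.9%, against 2.74% in VCaP + E2. Outside 13, X and Y the HiSeq pair stood 1.12 percentage points above the next pair, within the intervals, when seen from VCaP. Seen from VCaP ERα + E2 the pair shared more than the pairs across instruments (3.28% against 0.873% and 0.437%), although the VCaP list is the shortest there, and the interval overlapped that of VCaP + E2 but not that of NCI-H660 + E2. NCI-H660 + E2 also differs from VCaP in cell line and E2. With 15 shared peaks these values therefore do not decide on an instrument effect there. Of the 3 ways to split the 4 lists into pairs, 1 gave a summed share as large as the split by instrument, which was that split itself, and with 3 splits no share under 0.05 can be reached. A biological explanation, sites bound in any cell line given E2, stays open. Of the VCaP + E2 peaks shared with NCI-H660 + E2, 0.572% were in VCaP ERα + E2, but 1 library can miss such sites for technical reasons, and read numbers are unknown.

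The edges of shared peaks coincided more closely in the Genome Analyzer II pair than in the other pairs. Both edges lay within 10 bp in 228 of the 851 VCaP + E2 peaks with 1 partner in NCI-H660 + E2 (26.8%, 95% interval 23.8 to 29.9%), and the median distance of an edge was 12.0 bp. The numbers were 1 of 100 for VCaP and VCaP ERα + E2 and 0 of 338 for VCaP + E2 and VCaP ERα + E2, and 0 of 15, 9 and 8 in the remaining pairs. The upper 95% limits for 0 of 9 and 0 of 8 were 33.6% and 36.9%, which include 26.8%. By this share those small sets cannot be told apart from the Genome Analyzer II pair. Their median edge distances were 96.5 and 149 bp. Differences in peak width between lists enter these distances. No explanation was tested.

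Dense blocks on 13 and X held many peaks of VCaP + E2 and VCaP ERα + E2 and none of VCaP. A copy number gain counted alike in every VCaP list would put a like share of the VCaP peaks there. At the VCaP + E2 share 74.5 of the 241 peaks would lie in the blocks, and 0 did. The exact binomial interval of the share reached 1.52%, where the limit of 3 counts used in the report is 1.24%. A gain that entered the lists unequally, through input subtraction, depth or threshold, stays open and was not tested. An evenly raised background over the blocks would let peaks overlap no more than random placement does. The observed overlap was 1.18 times the random value on X and 2.45 times on 13, above it in both. A background that follows mappability or base composition could give the same excess, and remains open, as does binding induced by E2 in VCaP cells.

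On chromosome 6 the 7 VCaP peaks between 152170609 and 152461925 lay inside VCaP + E2 peaks, with margins of 42 to 48 bp on either side (SD 1.98 bp). For the 4 other such pairs with a VCaP peak under 1000 bp the margins ran from -231 to 200 bp (SD 133 bp). DNA fragments with fixed ends are a candidate explanation, but the set was picked out for this pattern and the comparison is small. In NCI-H660 + E2 the 5 peaks of the set lay 12 to 193 bp inside those of VCaP + E2 (SD 51.0 bp), so that the narrow margins were not seen in that list, and the explanation cannot be told apart from others. DNA of the construct introduced into the VCaP ERα cells would place the set in the VCaP ERα + E2 list. That list had 0 peaks in the stretch while the other 3 lists had some. This is 1 library of unknown depth, and construct DNA carried into the other libraries was not tested, so that explanation stays open as well. Receptor binding there was not tested.

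Chromosome Y held most VCaP peaks. Repeated sequence seen in any library would list the same places elsewhere, but 0.685% of the VCaP Y peaks (1 of 146) overlapped NCI-H660 + E2 and 2.74% (4 of 146) overlapped VCaP + E2. Repeats that were handled differently between instruments or in peak calling could still give the pattern, as the share of 58.2% in VCaP ERα + E2 is from the same instrument. Other places on Y did recur across cell lines. VCaP + E2 had clusters of 46 peaks from 11907123 to 11950196 and of 32 peaks from 57381676 to 57428562. NCI-H660 + E2, from the same instrument, had 38 peaks from 11907478 to 11950070 and 25 from 57381674 to 57430109. The low shares above thus speak about the VCaP Y peaks alone, and repeated sequence stays open for Y peaks of the other lists. No biological explanation was tested.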
